A study of Mus musculus with 6 samples. Its data were reported in "Tsc2 coordinates neuroprogenitor differentiation" (2023).

How the data were processed

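RNA was sequenced by the study from 6 primary cultures of mouse neural stem cells (NSCs), 3 titled control and 3 titled TSC. They are called Tsc2 wt/wt and Tsc2 mut/mut here, after the study's genotype names. The cells were taken from the ventricular-subventricular zone (V-SVZ), the stem cell niche that lines the lateral ventricles of the brain, of neonatal mice with a tamoxifen-activated, Nestin-driven Cre recombinase, and were grown as adherent monolayers with EGF and FGF. Tsc2 encodes tuberin, which acts with hamartin, the product of Tsc1, to restrain the growth kinase complex mTORC1, and in the mut/mut mice its floxed part is removed by Cre. RNA was extracted with Trizol, selected for poly(A) tails and sequenced in pairs on an Illumina instrument.

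Per the methods of the study and the submitters' processing notes, adapters were trimmed, reads were aligned to the mouse build mm10 with STAR, and genes were normalised and tested with DESeq2 by the authors. The gene counter, the annotation release and the strand setting were not given in the sources used here, so reads of overlapping or antisense genes could not be told apart. The deposited values were a normalised signal per gene and library, namely gene counts that the authors had passed through DESeq2 normalisation, in 1 table of 24972 gene names and 6 columns. 6503 names were at 0 in all libraries. Values were not whole numbers. Low values crowded at multiples of a step that estimates the worth of 1 read (0.543 to 2.49 normalised counts), but only 49.6% to 68.4% of them fell within 0.1 of a whole read, against 20% by chance, so whole reads were not recovered and no count test was run here. Dividing each total by its step gave about 22.4 to 55.9 reads per library in units of 1000000, which is an estimate. 26 gene names had been turned into dates by a spreadsheet, and 22 of these were tested under those names. The column taken as wt/wt replicate 2 differed from its label by 1 inserted digit, and only its replicate number rests on that match.

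Values were taken as deposited, with no further scaling, as log2(value + 1). The 13964 genes with a mean of at least 10 over the 6 libraries were tested with limma 3.58.1 in R 4.3.3 (a linear model on genotype, with empirical Bayes moderation using a mean-variance trend and robust settings), two-sided, with Benjamini-Hochberg adjustment over all genes tested. A gene was called at an adjusted p under 0.05. Log2 fold changes are those of the libraries labelled mut/mut over wt/wt, on the log2(value + 1) scale, which understates changes of low genes, and errors of fold changes are standard errors. The thresholds stated by the study (an adjusted p under 1e-05 and a log2 fold change above 1 in size) were also counted, and a fold limit of 2 on the log2 scale was counted as another reading. For Tsc2, an exact two-sided permutation test of 3 against 3 values was run. Positions, gene types, transcript GC content and length came from a GENCODE annotation of the mm10 assembly, read with python 3.11.15. They were found for 98.8% (positions) and 94.7% (GC content and length, protein-coding genes only) of the tested genes.

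30 gene lists were written down before the data were examined, as were the groups, the tests, the other settings to be tried and the rule for the genes named. They covered cytosolic and mitochondrial ribosomal proteins, translation initiation factors, elongation and release factors, ribosome biogenesis, aminoacyl-tRNA synthetases, NSC genes, genes of the cells proposed as the origin of subependymal giant cell astrocytomas (SEGAs), quiescent NSC and astrocyte genes, neuroblast and neuron genes, oligodendrocyte precursor and myelinating oligodendrocyte genes, microglia, endothelial, pericyte and ependymal genes, S and G2/M phase genes, glycolysis, sterol synthesis, ATF4 targets, lysosome and autophagy, the mTOR pathway, nuclear oxidative phosphorylation genes, mitochondrially encoded genes, interferon response, inflammation, extracellular matrix and YAP targets, immediate early and stress genes, and sex-linked genes. The 15 mitochondrially encoded genes had no entry in the table, which left 29 lists. Each list was tested with limma's camera at a preset correlation between genes of 0.01, and again with the correlation estimated per list, with Benjamini-Hochberg adjustment over the lists. The genes named were Tsc2 and Tsc1, the 10 largest rises and 10 largest falls among called genes with a mean of at least 100 whose groups did not overlap, the 5 most abundant called genes in each direction, up to 4 members per list with the smallest adjusted p, and the most abundant members of the lists of other cell types. The rule also took genes that the study named, for these data or for its other experiments. Neat1, Meg3, Shmt2, Asns, Hes5, Gapdh, Pkm, Pfkl, Hk2, Cx3cr1, Aif1, Ptprc and the members of the 3 later lists fall outside that rule and were chosen after their values were seen. Of the genes that the rule selects, 2 are not reported here.

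The other settings chosen then were trimmed-mean (TMM) factors computed on the deposited values, upper-quartile scaling, no filter or a mean of at least 100, a pseudocount of 0.5 or 5, the replicate number as a block, leaving out each library in turn, another distance for clustering, and the estimated correlation for lists. Count tests on recovered reads had also been chosen and were not run, because whole reads were not recovered. After the data were seen, 4 alternatives were added. These were removal of a trend with transcript GC content and length from each library (a spline fit with 5 degrees of freedom), the same without mut/mut replicate 3, the same with the replicate block, and column totals set equal. Lists were also compared with 10000 random lists matched gene by gene on GC content, length and mean level, and 3 further lists were written after the data were seen. Each of the 10 splits of the 6 libraries into 3 and 3 was fitted.

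The procedure was tested on simulated data made from the means of 13825 genes. It called 55.5% of genes changed by 1.5-fold, 94% of those changed by 2-fold and 100% of those changed by 4-fold, and 5.43% of its calls were of unchanged genes. That simulation changed a small share of its genes and gave all libraries the same scale and noise. In the real data 75.5% of genes were called and totals differed between genotypes, so these rates need not hold there. With a simulated GC trend over 13104 genes, removal of the trend lowered the rank correlation of fold change with GC content from 0.901 to 0.00024, and 99% of genes changed by 4-fold were called. With that simulated trend left in, 82.4% of unchanged genes were called, and 0.272% once it was removed. The simulated trend was linear in GC content and log2 length and equal in all simulated mut/mut libraries, so the fit could follow it by construction. The real trend differed between the mut/mut libraries, and the simulation does not show how well removal works there. The labels do not say whether the 3 cultures of a genotype came from separate animals, so p-values measure the spread between these cultures.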

Results

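Poly(A) RNA was measured in 6 V-SVZ NSC cultures, 3 Tsc2 wt/wt and 3 labelled Tsc2 mut/mut, to find which transcripts differ when Tsc2 is mutated. In units of 1000000, normalised totals were 30.4, 29.2 and 29 in the wt/wt libraries (mean 29.5 ± 0.757, SD, n = 3) and 45, 45.1 and 55.7 in the libraries labelled mut/mut (48.6 ± 6.15, SD, n = 3). In the same units the estimated depth was 55.9, 36.6 and 33.7 reads for wt/wt replicates 1 to 3, and 36, 48.2 and 22.4 reads for mut/mut replicates 1 to 3. Mut/mut replicate 3 was therefore the shallowest library and had the highest normalised total. Median log2 differences between genotypes were -0.07 over all tested genes, -0.79 when column totals were set equal, and 0.15 once a trend with GC content and length was removed, and fold changes are to be read against these shifts.

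Tsc2, the targeted gene (chromosome 17, 24595816 to 24632630, minus strand, protein coding), was higher in the libraries labelled mut/mut. Its normalised counts were 3231, 2934 and 2794 in wt/wt (2986 ± 223, SD, n = 3) and 4766, 5645 and 8210 in the libraries labelled mut/mut (6207 ± 1789.7, SD, n = 3). The log2 fold change was 1.02 ± 0.20 (SE, adjusted p = 0.00101), and all 3 mut/mut values lay above all 3 wt/wt values (exact two-sided permutation p = 0.1, the smallest that 3 against 3 can give). A value for the whole gene cannot isolate the floxed part, so it neither measures recombination nor contradicts the label. The deposited titles call these libraries TSC and their column labels read FLFL. Mut/mut is the study's name for the genotype, and they are called the libraries labelled mut/mut throughout. The study blotted tuberin in protein from these cultures and stated that Tsc2 was lost, and that protein was not analysed here. Tsc1, which encodes hamartin, the partner of tuberin, fell by 1.04 ± 0.17 on the log2 scale (adjusted p = 2.17e-04). With column totals set equal the Tsc2 fold change was 0.31 ± 0.14 (adjusted p = 0.0811), and with the GC and length trend removed Tsc1 was at -0.25 (adjusted p = 0.0743), so neither call held in that setting. Setting totals equal moves all genes alike, and Tsc2 lay above the median gene by 1.09 as deposited and by 1.10 with equal totals.

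**Figure D1:**
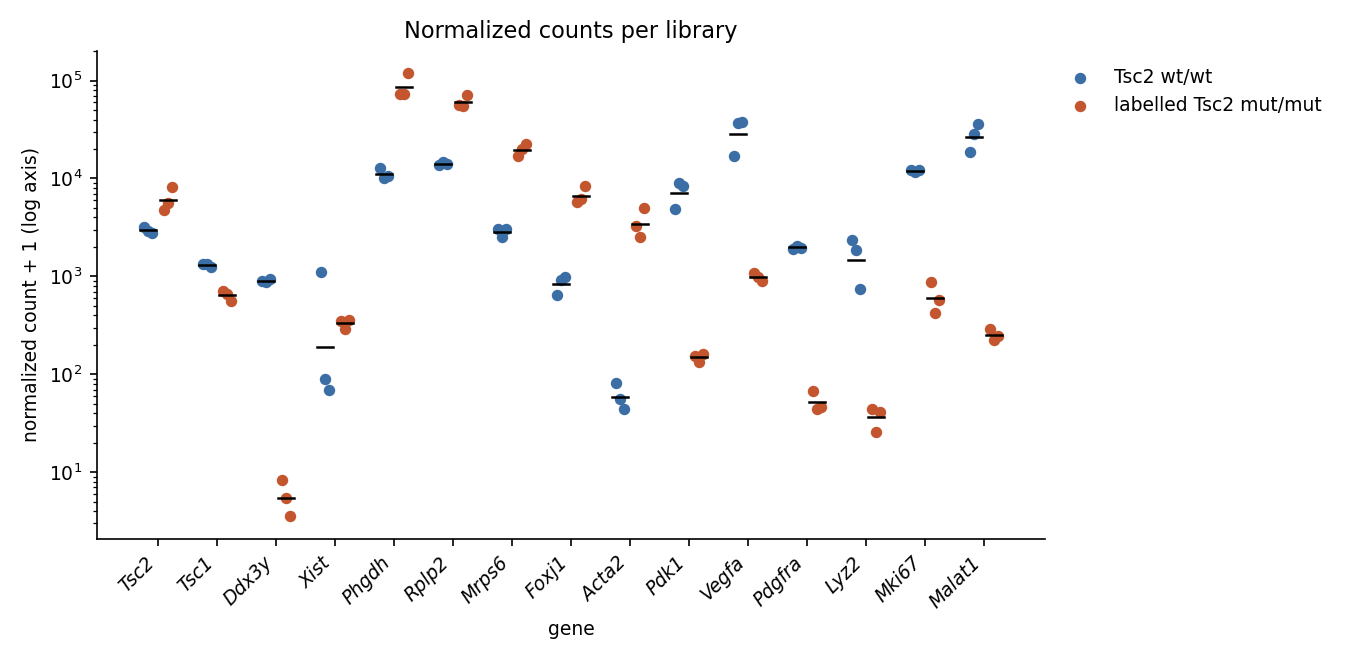
Normalised count plus 1 (log axis) of 15 genes in each library, with wt/wt in blue and the libraries labelled mut/mut in orange. Each point is 1 library and each black bar the mean of the 3 log values, and Tsc2 lies between 2794 and 3231 in wt/wt and between 4766 and 8210 in the libraries labelled mut/mut.

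The 6 libraries separated by genotype. Pearson correlations across genes were 0.981 to 0.99 within wt/wt, 0.977 to 0.988 within the libraries labelled mut/mut, and 0.802 to 0.868 between genotypes. The first principal component held 89.7% of the variance and the second 4.43%. The weights of genes on the first component correlated with transcript GC content at 0.603 (Spearman), so it is not an axis of genotype alone. Along it the wt/wt libraries lay at -101.9, -107.5 and -102.2, and those labelled mut/mut at 84.19, 94.27 and 133.2. Clustering placed 6 of 6 libraries with their own genotype.

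Most expressed genes differed. Of 13964 genes tested, 10542 (75.5%) were called, with 5135 higher and 5407 lower in the libraries labelled mut/mut, and 7759 of them changed by more than 1 on the log2 scale (3361 higher, 4398 lower). The groups did not overlap for 11256 genes (80.6%, where chance gives 10%). With column totals set equal 2863 genes were higher and 7700 lower, and with the GC and length trend removed 5431 were higher and 3861 lower. At the thresholds stated by the study 1866 genes passed, 642 higher and 1224 lower, and with a limit of 2 on the log2 scale 1576 passed, 383 higher and 1193 lower. The former split was 9 higher and 295 lower with equal totals, and 718 higher and 310 lower with the trend removed. That count also moved with single libraries. It was 4 without wt/wt replicate 1, 537 without wt/wt replicate 2, 704 without wt/wt replicate 3, 1020 without mut/mut replicate 1, 686 without mut/mut replicate 2 and 2870 without mut/mut replicate 3.

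Genes encoding actin, myosin and tubulin proteins were among the largest rises. Acta2, smooth muscle actin, rose from 60.1 ± 19.1 to 3605 ± 1297 normalised counts (SD, n = 3 each), a log2 fold change of 5.87 ± 0.30 (adjusted p = 2.71e-07). Tagln, an actin-binding protein of smooth muscle, rose by 5.48 ± 0.27, Tuba1c, an alpha tubulin, by 5.22 ± 0.23, and Myl9, a myosin regulatory light chain, by 3.92 ± 0.20. Tuba1c shares most of its coding sequence with other alpha tubulins and its value is uncertain. Crb2, a polarity protein, rose by 4.18 ± 0.31, and Tmem37, Slc14a2, Hs3st1, Col26a1 and Pitx3 by 4.02, 3.88, 3.80, 3.74 and 3.55. Among the largest falls were those of the Y-linked genes Ddx3y, Uty and Eif2s3y, at -7.36, -7.10 and -7.01. Malat1, a nuclear long noncoding RNA, fell by 6.73 ± 0.23, from 27803 ± 8771 to 252.8 ± 31.6 counts (SD, n = 3 each). Dcx, a microtubule protein of migrating neuroblasts, was at -6.71, Marco, a macrophage scavenger receptor, at -6.58, Miat, a long noncoding RNA, at -6.57, Slc16a3, a lactate exporter, at -6.54 ± 0.36, and Pcdh15, a protocadherin, at -6.52. Many of these genes were near 0 in 1 genotype, where the size of a fold depends on the pseudocount. With the GC and length trend removed Ddx3y, Uty, Eif2s3y, Dcx and Pcdh15 were at -4.11, -3.60, -5.17, -3.53 and -4.24. In that setting Marco and Slc16a3 were at -7.42 and -6.86. Removal of the trend shifts values near 0 as it shifts all others. It therefore gives no better size for the fall of a gene nearly absent from 1 genotype.

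Among the most abundant called genes, Ckb, brain creatine kinase, rose by 2.15 ± 0.21 and took 1.81% ± 0.257 of the normalised total in the libraries labelled mut/mut against 0.671% ± 0.101 in wt/wt (SD, n = 3 each). The translation factor Eef2 rose by 1.36 ± 0.19, the ribosomal protein Rps2 by 2.09 ± 0.19, the cytoplasmic actin Actg1 by 2.00 ± 0.15 and Igfbp2, which binds insulin-like growth factors, by 1.13 ± 0.19, although Igfbp2 was at -0.07 (adjusted p = 0.565) with the GC and length trend removed. Lower genes were Ptprz1, a receptor phosphatase of progenitor cells, at -3.10 ± 0.24, its ligand Ptn, pleiotrophin, at -2.25 ± 0.21, the proteoglycan Ncan at -1.43 ± 0.17 and the glutamate transporter Slc1a3 at -1.35 ± 0.25. With the trend removed Ptprz1, Ptn and Slc1a3 were at -0.87, -1.10 and -0.45, and Ckb, Eef2, Rps2 and Actg1 at 0.99, 0.72, 0.89 and 1.33. Eno1b was at -1.49 ± 0.42 (adjusted p = 0.00846) and at -0.87 without mut/mut replicate 1. Rps2, Actg1 and Eno1b have close copies elsewhere in the genome, which makes their values uncertain.

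Most ribosomal protein transcripts were higher. Of 79 cytosolic ribosomal protein genes 73 rose and 2 fell (also 73 and 2 adjusted over the list alone), with a median log2 fold change of 1.56. Rplp2, a protein of the ribosomal stalk, rose by 2.09 ± 0.15, Rpl39 by 1.94 ± 0.14, and Rps3, Rpl26 and Rps6 by 1.85 ± 0.18, 1.83 ± 0.20 and 1.48 ± 0.14. The study named Rps3, Rpl26 and Rps6 as proteins on blots, which it described as often changing without regard to their mRNA. That protein was not analysed here. The cytosolic ribosomal protein genes took 11% ± 0.208 of the normalised total in the libraries labelled mut/mut and 6.01% ± 0.288 in wt/wt (SD, n = 3 each). Of 77 mitochondrial ribosomal protein genes 66 rose and 3 fell (66 and 3 adjusted over the list alone, median 1.52), among them Mrps6 by 2.77 ± 0.17 and Mrpl20 by 2.74 ± 0.20. Camera gave an adjusted p of 2.1e-18 for the cytosolic and 1.2e-13 for the mitochondrial list, and an adjusted p = 0.51 for each with an estimated correlation. Cytosolic ribosomal protein genes have many processed pseudogenes and their single values are uncertain. With the GC and length trend removed the medians were 0.63 and 0.89, with 65 higher and 2 lower, and 62 and 3 (adjusted p = 5e-06 and 5.1e-09), and Rplp2, Rpl26 and Rps6 were at 0.90, 0.53 and 0.81.

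Factors that act around the ribosome went both ways. Of 47 initiation factor genes 25 rose and 14 fell (25 and 14 adjusted over the list alone, median 0.75). Eif3i, a subunit of the initiation complex eIF3, rose by 2.01 ± 0.16, whereas Eif4a2, an RNA helicase, was at -3.67 ± 0.25 and Eif3a, the scaffold of eIF3, at -3.25 ± 0.24. Of 18 elongation and release factor genes 10 rose and 4 fell (10 and 4 adjusted over the list alone, median 0.74), with Eef1g up by 2.29 ± 0.18. Of 88 ribosome biogenesis genes 48 rose and 23 fell (49 and 25 adjusted over the list alone, median 0.73), with rises of 2.87 ± 0.21 for Bop1, which processes ribosomal RNA, and 2.62 ± 0.18 for Nhp2, a small nucleolar particle protein. Camera gave adjusted p values of 0.037, 0.04 and 5.9e-04 for the 3 lists, and with an estimated correlation the adjusted p was 0.57, 0.51 and 0.61. With column totals set equal the lists were evenly divided, at 21 higher and 21 lower, 8 and 8, and 34 and 34 (adjusted p = 0.0029, 0.017 and 8.3e-05). With the GC and length trend removed they stood at 34 higher and 6 lower, 13 and 3, and 58 and 14 (adjusted p = 4.6e-05, 0.0091 and 1.7e-06). The calls of the initiation and elongation lists were also lost without single libraries (adjusted p = 0.0569 and 0.0523 without wt/wt replicate 2, 0.0575 and 0.0553 without wt/wt replicate 3, 0.113 and 0.0778 without mut/mut replicate 1), and that of initiation without mut/mut replicate 2 (0.153). Among genes with a mean of at least 100 they were lost as well (0.108 and 0.105).

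Most genes of the lists for amino acid supply were higher. Of 33 targets of ATF4, the transcription factor of the integrated stress response, and amino acid genes, 24 rose and 5 fell (25 and 5 adjusted over the list alone, median 1.47, camera adjusted p = 5.4e-05, and adjusted p = 0.51 with an estimated correlation). The serine synthesis enzymes Phgdh, Psat1 and Psph rose by 2.95 ± 0.21, 2.46 ± 0.15 and 2.26 ± 0.17, Atf5, a related factor, by 2.99 ± 0.22, the mitochondrial serine enzyme Shmt2 by 2.51 ± 0.20 and asparagine synthetase, Asns, by 2.30 ± 0.17. Phgdh counts were 11207 ± 1320.1 in wt/wt and 88466 ± 27049 in the libraries labelled mut/mut (SD, n = 3 each). Of 22 cytosolic aminoacyl-tRNA synthetase genes, whose products charge tRNAs, 14 rose and 2 fell (14 and 2 adjusted over the list alone, median 1.16, camera adjusted p = 9.4e-04, and adjusted p = 0.51 with an estimated correlation), with Wars and Yars each up by 2.11. With equal totals 11 of the synthetase genes were higher and 5 lower.

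Nuclear genes of oxidative phosphorylation were mostly higher. Of 74 genes 61 rose and 4 fell (61 and 4 adjusted over the list alone, median 1.27, camera adjusted p = 6.4e-10, and adjusted p = 0.51 with an estimated correlation), including Uqcrc1 of complex III by 2.24 ± 0.20 and Atp5g1 of ATP synthase by 2.25 ± 0.18. With the GC and length trend removed the median was 0.51, with 46 higher and 7 lower (adjusted p = 0.0093), and with equal totals 46 were higher and 12 lower. Of 26 glycolysis genes 7 rose and 13 fell (7 and 13 adjusted over the list alone, median -0.57, camera adjusted p = 0.026, and adjusted p = 0.84 with an estimated correlation). The deepest falls were not of enzymes of the pathway itself. Slc16a3 exports lactate, Pdk1 (-5.57 ± 0.23) restrains pyruvate dehydrogenase, Vegfa (-4.85 ± 0.28) is an angiogenic factor and Bnip3 (-4.83 ± 0.24) a mitophagy receptor. Among the enzymes, Pfkl and Hk2 were lower at -2.39 and -2.22, and Gapdh and Pkm rose by 0.86 and 0.75, at -0.27 and -0.04 with the GC and length trend removed. With column totals set equal 0 of the 26 were higher and 19 lower, and the list's adjusted p was 0.113 without mut/mut replicate 1 and 0.099 without mut/mut replicate 3. With the GC and length trend removed 2 of the 25 with a known GC content were higher and 17 lower (median -0.83, against -0.76 as deposited, camera adjusted p = 1.2e-06).

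Most oligodendrocyte precursor genes were lower in the libraries labelled mut/mut, and myelin and neuronal genes were divided with more falls than rises. Of 19 oligodendrocyte precursor genes 14 fell and 3 rose (14 and 3 adjusted over the list alone, median -2.38, camera adjusted p = 1.1e-04, and adjusted p = 0.51 with an estimated correlation). Pdgfra, the PDGF receptor of precursors, fell by 5.26 ± 0.22, from 1979 ± 79.2 to 51.7 ± 12.9 counts (SD, n = 3 each), Gpr17, a receptor of committed precursors, was at -5.41 ± 0.24 and Lhfpl3 at -4.78 ± 0.19. With equal totals, and with the trend removed, 0 of these precursor genes were higher and 17 lower. Of 15 myelin genes 10 fell and 2 rose (10 and 2 adjusted over the list alone, median -1.97, camera adjusted p = 0.072), with Mbp, myelin basic protein, at -5.77 ± 0.46, while the more abundant Trf and Cryab rose by 2.52 and 2.67 and Cnp was at 0.43 (adjusted p = 0.0872). The myelin list passed without wt/wt replicate 1 (adjusted p = 0.0123) and with the trend removed (0.0067, median -0.84), and Cnp without wt/wt replicate 3 (0.0443). Of 32 neuroblast and neuron genes 18 fell and 8 rose (18 and 8 adjusted over the list alone, median -1.56, camera adjusted p = 0.012, and adjusted p = 0.51 with an estimated correlation), with Stmn4 and Mapt, both microtubule regulators, at -5.26 ± 0.24 and -2.59 ± 0.15. With the GC and length trend removed the median of this list was -0.94, with 5 higher and 19 lower (3 and 21 with equal totals), and Map2 was at -0.88. Map2 fell by 2.10 and Cd24a rose by 0.97. Stmn3 rose by 1.05 and was at -0.19 with the GC and length trend removed, and with equal totals Stmn3 and Cd24a were at 0.34 and 0.26 (adjusted p = 0.063 and 0.461).

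Genes of stem cell identity were present in every library and divided in direction. Of 34 NSC genes 8 rose and 13 fell (8 and 13 adjusted over the list alone, median -0.36, camera adjusted p = 0.47). The factor Sox3 rose by 2.41 ± 0.19 and the Notch effector Hes5 by 2.23, whereas Fabp7, a radial glial fatty acid binding protein, was at -2.43 ± 0.18, Sox4 at -2.31 ± 0.17 and Sox2 at -1.28 ± 0.19. The intermediate filament gene Nes was at -0.57 ± 0.25 (adjusted p = 0.0603, and 0.0145 without mut/mut replicate 1), and Tnc, a matrix glycoprotein, at -0.01 ± 0.24 (adjusted p = 0.97). Vim and Olig1 rose by 0.66 and 0.76, but were at -0.05 and -0.14 with the GC and length trend removed. With equal totals Tnc was at -0.72 (adjusted p = 0.0314) and Nes at -1.29 (adjusted p = 0.0061), and Tnc was at 0.60 (adjusted p = 0.0327) with the trend removed. Olig2 was at 0.35 ± 0.14 (adjusted p = 0.0411), at -0.43 with the trend removed and at -0.36 with equal totals, and its call was lost without wt/wt replicate 1, 2 or 3 (0.0924, 0.136 and 0.122) and without mut/mut replicate 1 (0.0943). Of 39 quiescent NSC and astrocyte genes 14 rose and 16 fell (15 and 16 adjusted over the list alone, median -0.16, camera adjusted p = 0.98). The glutamate transporter Slc1a2 was at -3.08 and the water channel Aqp4 at -3.42, and Aldoc, an aldolase of astrocytes, rose by 0.90. With the trend removed, Slc1a2 was at -0.72 (adjusted p = 0.0523) and Aldoc at 0.56 (adjusted p = 0.0673). With equal totals 3 NSC genes were higher and 25 lower (median -1.07), and 6 quiescent NSC and astrocyte genes higher and 24 lower (median -0.87). Among random lists matched on GC content, length and mean level, the medians of the 2 lists lay at percentiles 0.02 and 0, below central 95% ranges of 0.05 to 0.95 and 0.47 to 1.23.

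The study named the SEGA origin genes as present in these cultures, so they were selected for expression here. The list came from cells proposed elsewhere as the origin of SEGAs, and not from a difference between these genotypes. Of its 6 genes 1 rose and 2 fell (1 and 2 adjusted over the list alone, median -0.33 and 0.05 with the trend removed, camera adjusted p = 0.65). Gad1, which makes GABA, was at -3.32 ± 0.30 and the endothelin receptor Ednrb at -1.04 ± 0.23, and Ptgds, a prostaglandin D synthase, rose by 1.08 ± 0.21. Removal of the GC and length trend put Ednrb at 0.46 and Ptgds at -0.18, with 2 genes of the list higher and 2 lower, and with equal totals Ptgds was at 0.37 (adjusted p = 0.0653). Gfap was at -0.44 ± 0.30 (adjusted p = 0.194) and -1.11 with the trend removed (0.00373), Egfr at -0.22 ± 0.15 (adjusted p = 0.223) and 2.25 with the trend removed, and Ttyh1 at 0.09 ± 0.27 (adjusted p = 0.763). Ttyh1 was at -0.25 without wt/wt replicate 1 and at -0.62 with equal totals, where 0 genes of the list were higher and 4 lower. The study named Ctgf, a YAP target, among the top rises in its polyribosomal RNA, and not for the bulk RNA of these libraries. Here Ctgf was at 0.65 ± 0.40 (adjusted p = 0.169), at 1.12 without wt/wt replicate 1 (adjusted p = 0.0154) and at -0.06 with equal totals.

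Cell cycle lists did not pass as groups. Of 54 G2/M genes 27 fell and 21 rose (27 and 22 adjusted over the list alone, median -0.53 and 0.37 with the trend removed, camera adjusted p = 0.43). Genes of mitosis that fell included the proliferation antigen Mki67 at -4.32 ± 0.24, the kinetochore protein Cenpf at -4.63 ± 0.24 and the condensin subunit Smc4 at -3.96 ± 0.18, which were at -2.35, -1.86 and -1.61 with the trend removed. Of 44 S phase genes 21 rose and 13 fell (22 and 13 adjusted over the list alone, median 0.37 and -0.34 with equal totals, camera adjusted p = 0.097), with the replication factor Gins2 up by 2.04 ± 0.17 and Casp8ap2 down at -3.93 ± 0.27. Casp8ap2 was at -1.13 with the trend removed. G2/M genes stood at 15 higher and 32 lower with equal totals and at 26 and 13 with the trend removed, and S phase genes at 16 and 17 and at 29 and 6. With a library left out the G2/M median ran from -0.69 to -0.29, the latter without mut/mut replicate 3. The S phase list passed without wt/wt replicate 1 (adjusted p = 0.033), without the filter (0.0428) and with the trend removed (4.64e-05).

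Genes of microglia and macrophages were nearly absent from the libraries labelled mut/mut. Of 18 such genes 16 fell and 0 rose (16 and 0 adjusted over the list alone, median -4.51, camera adjusted p = 7e-05, and adjusted p = 0.51 with an estimated correlation). Lysozyme, Lyz2, was at 2347, 1848 and 749.7 counts in wt/wt and at 43.7, 25 and 40.1 in the libraries labelled mut/mut, and the complement genes C1qa and C1qb were at -4.39 ± 0.49 and -4.60 ± 0.40. Itgam, Cx3cr1, Aif1 and Ptprc were listed at 0 in all 3 libraries labelled mut/mut, and these 4 lay on the low side of the list's median. Of 6 endothelial genes 1 rose and 1 fell (1 and 1 adjusted over the list alone, camera adjusted p = 0.99), the VEGF receptor Flt1 at -2.67 ± 0.40. Of 11 pericyte and fibroblast genes 3 rose and 1 fell (3 and 1 adjusted over the list alone, camera adjusted p = 0.19), with Acta2 and Tagln higher and the proteoglycan Cspg4 at -2.58 ± 0.25. Medians of the endothelial and pericyte lists, 0.07 and 0.06, changed sign with scaling (-0.69 and -0.65 with equal totals, where 0 and 2 genes were higher and 3 and 3 lower), and the mean of the endothelial list was -0.23. Of 10 ependymal and choroid plexus genes 6 rose and 0 fell (6 and 0 adjusted over the list alone, median 1.24, camera adjusted p = 0.074), with Foxj1, the master factor of motile cilia, up by 3.01 ± 0.21 and Pltp by 1.29. This list passed without wt/wt replicate 3 (adjusted p = 0.0372) and with equal totals (0.038). It was further from passing with the GC and length trend removed (0.53, median 0.80, 4 higher and 0 lower) and without mut/mut replicate 3 (0.18).

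Y-linked genes were expressed in wt/wt and nearly absent from the libraries labelled mut/mut. Ddx3y was at 890.7, 866.9 and 931.9 counts in wt/wt and 7.43, 4.42 and 2.54 in the libraries labelled mut/mut, and Eif2s3y, Kdm5d and Uty were at log2 fold changes of -7.01, -5.73 and -7.10. Of 6 sex-linked genes 4 fell and 0 rose (4 and 0 adjusted over the list alone, median -6.37, camera adjusted p = 0.0037, and adjusted p = 0.51 with an estimated correlation). The 4 with a known GC content had a median of -7.05 as deposited and -3.85 with the trend removed. As they were nearly absent from the libraries labelled mut/mut, the latter is no better estimate of their fall. Xist, expressed from the inactive X chromosome, was at 1107, 87.9 and 68.9 counts in wt/wt and 350.6, 290.0 and 357.0 in the libraries labelled mut/mut (log2 fold change 0.80 ± 1.04, adjusted p = 0.509), and at 2.07 without wt/wt replicate 1 (adjusted p = 1.66e-04), 0.26 without wt/wt replicate 2 and 0.08 without wt/wt replicate 3. Wt/wt replicate 1 held Y-linked transcripts together with more Xist than any library labelled mut/mut, so Xist did not follow genotype. The reason was not tested. Y-linked expression did follow genotype in every library. Genotype and the sex of the cells therefore cannot be told apart for any gene in these libraries.

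**Figure D2:**
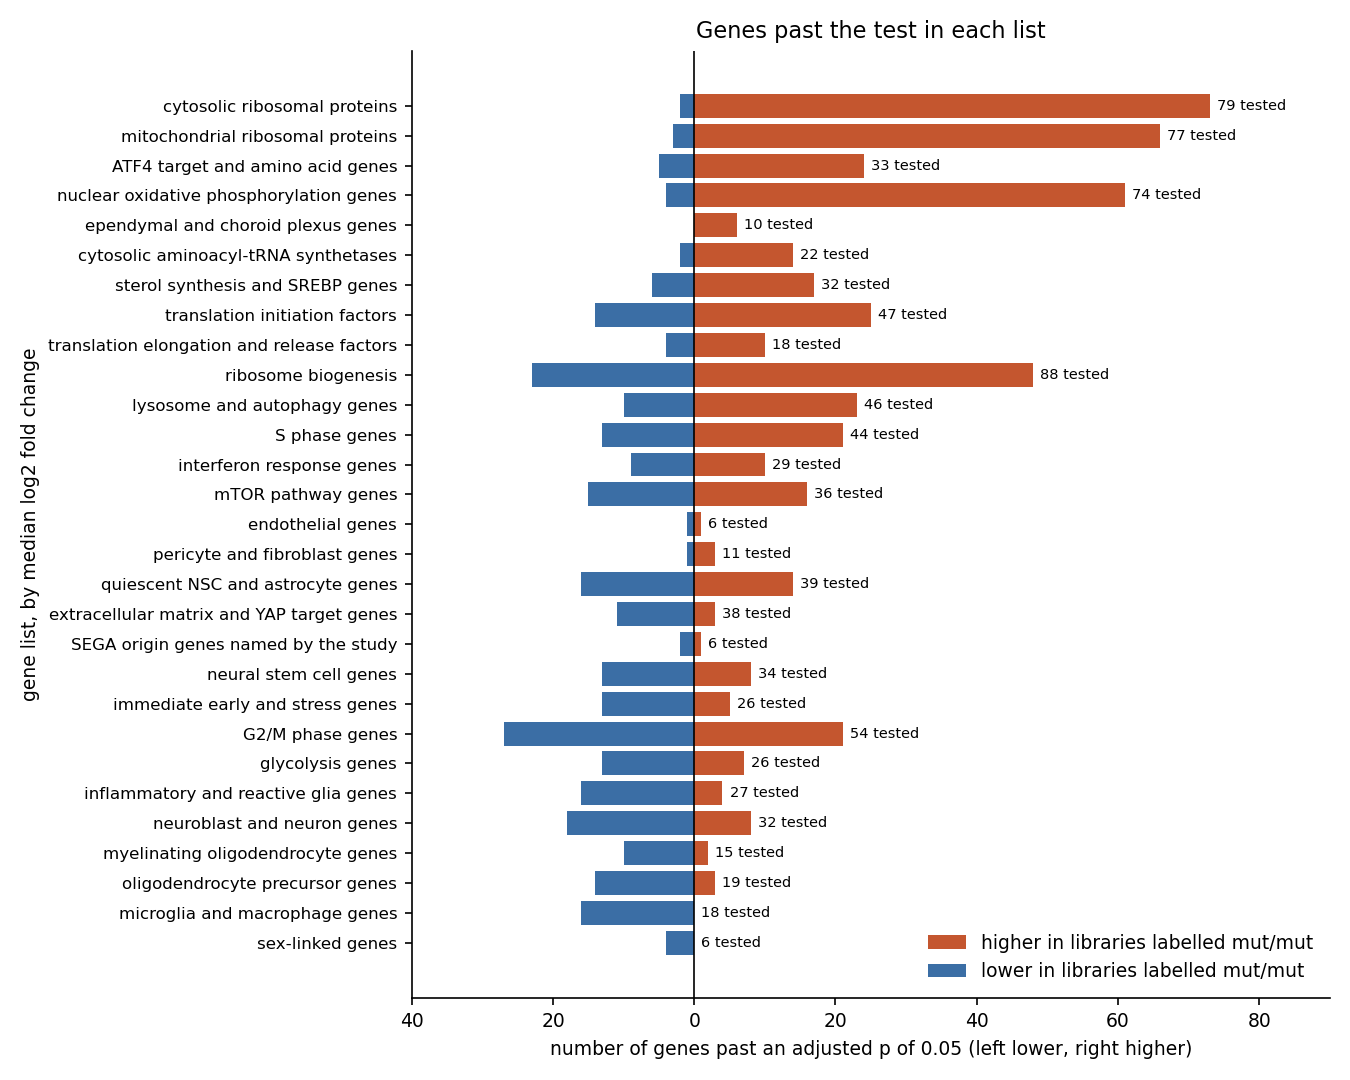
Number of genes past an adjusted p of 0.05 in each of 29 gene lists, to the right (orange) those higher and to the left (blue) those lower in the libraries labelled mut/mut, with the number tested beside each bar and lists ordered by median log2 fold change. Cytosolic ribosomal proteins show 73 higher and 2 lower genes, and microglia and macrophage genes 0 higher and 16 lower.

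Of the 29 lists 13 passed with the preset correlation, 8 higher and 5 lower, and 0 passed with an estimated correlation. Most of the remaining lists held called genes in both directions. Of 36 mTOR pathway genes 16 rose and 15 fell (median 0.14, mean -0.31, and a median of -0.57 with equal totals, camera adjusted p = 0.84), with Sesn2, a leucine sensor, at 2.30 ± 0.19 and Rictor, of mTORC2, at -4.75 ± 0.27. Of 46 lysosome and autophagy genes 23 rose and 10 fell (median 0.55 and -0.16 with equal totals, camera adjusted p = 0.42), with the folliculin partner Fnip1 at -4.25 ± 0.21 and Rragd at -2.81 ± 0.19. Of 32 sterol synthesis genes 17 rose and 6 fell (median 0.80, camera adjusted p = 0.059), with Tm7sf2 and Fdps up by 2.87 ± 0.21 and 2.54 ± 0.23, and this list passed without wt/wt replicate 2, mut/mut replicate 2 or mut/mut replicate 3 (adjusted p = 0.0417, 0.0275 and 0.0474), with equal totals (0.0442) and with the trend removed (0.00105). Counts adjusted over the list alone were the same for these 3 lists. With equal totals mTOR genes stood at 9 higher and 17 lower, lysosome genes at 7 and 21 and sterol genes at 14 and 12, and with the trend removed at 18 and 7, 21 and 9, and 26 and 4. Among 26 immediate early and stress genes 5 rose and 13 fell (5 and 13 adjusted over the list alone, median -0.47, camera adjusted p = 0.19), with the chaperone Hsp90aa1 at -3.50 ± 0.19 and the early genes Klf4 and Fos at -3.21 ± 0.22 and -2.40 ± 0.18, and this list passed with the trend removed (adjusted p = 6.22e-07).

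Immune and matrix lists were divided as well. Of 27 inflammatory and reactive glia genes 4 rose and 16 fell (4 and 16 adjusted over the list alone, median -1.26, camera adjusted p = 0.19), with the cytokine receptor Osmr at -3.15 ± 0.37 and Tnfaip3, a restraint on NF-kB, at -2.37 ± 0.28, and this list passed with the trend removed (adjusted p = 0.0147). Of 29 interferon response genes 10 rose and 9 fell (10 and 9 adjusted over the list alone, median 0.22, mean -0.32, and a median of -0.52 with equal totals, camera adjusted p = 0.99), with Ifit2 at -3.62 ± 0.25 and Ifi27 at 1.38 ± 0.16. Of 38 extracellular matrix and YAP target genes 3 rose and 11 fell (3 and 10 adjusted over the list alone, median -0.24, camera adjusted p = 0.19), with the collagen crosslinker Loxl2 at -4.57 ± 0.27 and the proteoglycan Vcan at -3.52 ± 0.27. With equal totals the matrix list stood at 0 higher and 27 lower (median -0.95), inflammatory genes at 1 and 22, interferon genes at 3 and 13, and immediate early and stress genes at 3 and 19. With the trend removed the matrix list stood at 10 higher and 13 lower, inflammatory genes at 1 and 13, interferon genes at 5 and 10, and immediate early and stress genes at 4 and 18.

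Fold changes followed the GC content and length of transcripts. Spearman correlations across genes, which are not independent replicates, were 0.593 of fold change with GC content, -0.454 with length and 0.426 with mean level, and GC content and length together accounted for 45.5% of the variance of fold changes. The tenth of genes with the lowest GC content, from 33.35% to 42.13%, had a median log2 fold change of -2.53, and the tenth with the highest, from 58.59% to 72.89%, one of 0.94. Libraries within a genotype differed along GC content as well. Mut/mut replicate 3 less the mean of replicates 1 and 2 correlated with GC content at 0.672, and each wt/wt library less the other 2 correlated at -0.113, 0.0718 and 0.118. The difference of mut/mut replicates 1 and 2 correlated with GC content at 0.34, and those of wt/wt pairs at 0.0284 to 0.123. Expression level correlated with GC content at 0.283, 0.313 and 0.397 in mut/mut replicates 1 to 3, so the dependence was not confined to replicate 3. In wt/wt it was 0.0101, 0.0274 and 0.0291. Cytosolic ribosomal protein, mitochondrial ribosomal protein and oxidative phosphorylation transcripts, which were higher, had median lengths of 878, 1316 and 865 nt, and the Mki67 and Cenpf transcripts, which were lower, are of 10061 and 11130 nt. With the trend removed, 50 of 123 named and called genes had a fold change smaller by more than 1.5 times on the log2 scale, 2 a larger one and 9 the opposite sign, and 62 stayed within 1.5 times. Long intergenic noncoding RNAs had a median of -0.78 (148 tested, 24 higher and 75 lower), against -0.05 for protein-coding genes.

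**Figure D3:**
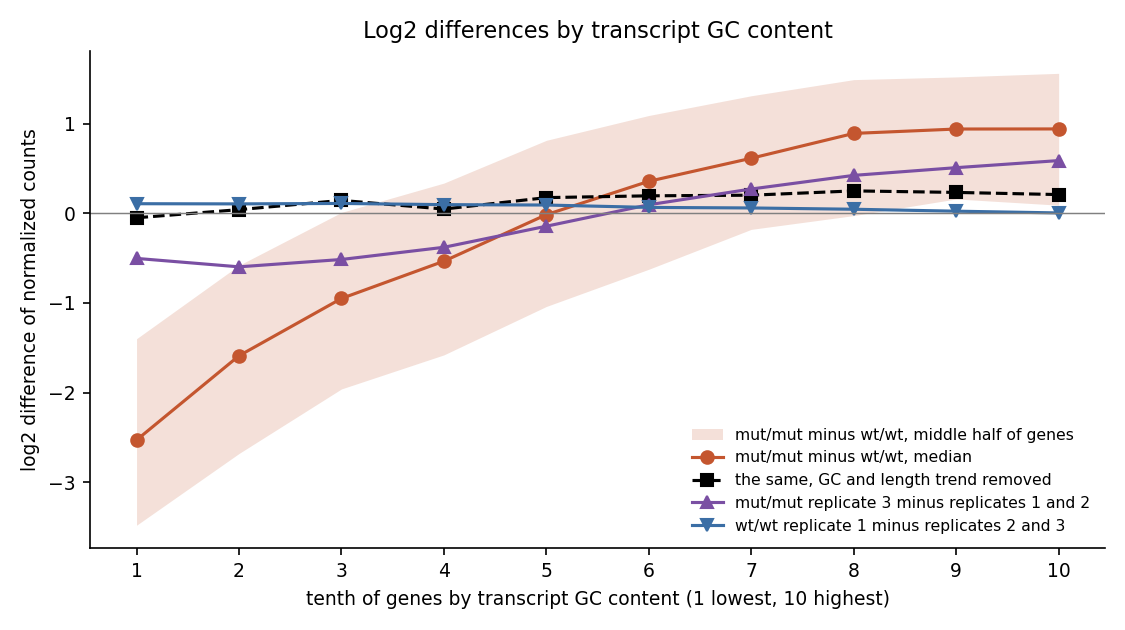
Median log2 difference of normalised counts (vertical axis) in 10 equal groups of protein-coding genes by transcript GC content (horizontal axis, 1 lowest and 10 highest), for the libraries labelled mut/mut less wt/wt (orange, with the band holding the middle 50% of genes), the same with the GC and length trend removed (black, dashed), mut/mut replicate 3 less replicates 1 and 2 (purple), and wt/wt replicate 1 less replicates 2 and 3 (blue). The orange line runs from -2.53 to 0.94 and the black one lies between -0.05 and 0.25.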

Values the study reported

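For NSC cultures sequenced in bulk, the study reported 2,268 mRNAs that differed between the genotypes, at an adjusted p below 0.00001 and its stated fold threshold. It described most of these as lower in the mutant cells and 571 as higher.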

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

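Libraries were scaled, filtered and left out in turn, with settings chosen beforehand, and those that remove the GC and length trend or set column totals equal were chosen after the data were seen. The count of called genes lay between 8984 (genes with a mean of at least 100) and 11433 (no filter) in the settings that kept the limit at an adjusted p of 0.05, and all libraries separated by genotype wherever clustering was run. Of the 10542 called genes, 10410 kept their call and direction with trimmed-mean factors and 10250 with upper-quartile scaling. With the GC and length trend removed, 6766 of 10092 did and 757 were called in the opposite direction, and with equal totals 8269 of 10528 did and 30 were called in the opposite direction. Among 137 named genes, 137 kept direction and call with trimmed-mean factors and with either other pseudocount.

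The count past the study's thresholds moved most, to 1028 with the trend removed, 304 with equal totals, 826 with the trend removed and without mut/mut replicate 3, and 4 to 2870 over the libraries left out in turn. A library left out removes degrees of freedom, and otherwise the cause was not tested. With an estimated correlation 0 lists passed, and 10 to 15 did with a library left out. Tsc2 was at 0.80 to 1.19 with a library left out (adjusted p from 2.6e-04 to 0.00481), and at 0.31 with equal totals, where its call was lost. The called genes numbered 9547 to 10828 with a library left out.

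The replicate block was fitted to see whether equal numbers mark paired cultures. Deviations of same-numbered libraries correlated at 0.112, -0.00369 and 0.0712, and those of the other pairs at -0.0949 to 0.0502. The values for replicates 1 and 3 lay above every other pair, whereas wt/wt replicate 2 correlated best with mut/mut replicate 3. All values were low, so pairing is neither shown nor excluded. The replicate block gave 10576 called genes, 15 lists and 5758 genes past the study's thresholds. Under it Nes (adjusted p = 0.007), Gfap (0.0387) and Cnp (0.0412) and the myelin, ependymal and sterol lists (0.0106, 0.0489 and 0.0473) passed, Olig2 (0.0822) and the initiation factors (0.0909) did not, and no other named gene or list changed its call.

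Directions turned mostly with the trend removed. In that setting, and equally with the replicate block added, Igfbp2 was at -0.0683, Vim at -0.0460, Olig1 at -0.14, Olig2 at -0.43, Tnc at 0.60, Ptgds at -0.18, Egfr at 2.25, Ednrb at 0.46, Stmn3 at -0.19, Cnp at -0.33, Gapdh at -0.27 and Pkm at -0.0387, and medians were 0.37 for G2/M, 0.0468 for SEGA origin, -0.14 for endothelial and -0.27 for interferon genes. Without mut/mut replicate 3 as well, Igfbp2 was at -0.0077, Olig1 at -0.11, Olig2 at -0.31, Tnc at 0.64, Ptgds at -0.24, Egfr at 2.04, Ednrb at 0.56, Stmn3 at -0.12, Cnp at -0.30, Gapdh at -0.31 and Pkm at -0.0363, and medians were 0.50 for G2/M, -0.56 for endothelial, -0.21 for interferon and -0.30 for pericyte genes. With equal totals Vim was at -0.0553, Olig2 at -0.36, Ttyh1 at -0.62, Ctgf at -0.0628 and Cnp at -0.28, and medians were -0.34 for S phase, -0.69 for endothelial, -0.52 for interferon, -0.16 for lysosome, -0.57 for mTOR and -0.65 for pericyte genes.

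Small lists turned with other settings too. The endothelial median was -0.12 with trimmed-mean factors, -0.16 with upper-quartile scaling and -0.48 among genes with a mean of at least 100, the pericyte median -0.0373 with upper-quartile scaling and -0.65 without the filter, and the interferon median -0.0508 without the filter. With a library left out, Tnc ranged from -0.26 to 0.21, Ttyh1 from -0.25 to 0.30, the pericyte median from -0.43 to 0.77 and the endothelial median from -0.23 to 0.41. The cause was not tested for any of these. Count tests on recovered reads were not run, since whole reads were not recovered, and for genes of a few normalised counts the worth of 1 read (0.543 to 2.49) limits what a fold change can show, most in mut/mut replicate 3.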

Other observations

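The tests of the GC content and length trends on the translation, mitochondrial and Tsc2 results, that of scaling and that of noncoding RNAs were chosen after those results were seen, while the hypoxia and actin lists were written after a few of their genes had been seen and hold only others. The actin list missed the bound set beforehand by less than the sampling error of the random lists, and is left open under an allowance added afterwards. For Tsc2 with equal totals, a first limit of 2 standard errors above 0, which the value met and which would have excluded scaling, was replaced afterwards by one on the adjusted p, which left scaling open. A joint test of the translation and mitochondrial lists was divided into 3.

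Most genes known to respond to low oxygen were lower in the libraries labelled mut/mut. Of 37 tested, 25 fell and 0 rose, with a median of -1.50. Among them Ndrg1, a stress-response gene, was at -5.21 ± 0.32, Car9, a carbonic anhydrase of hypoxic cells, at -5.08 ± 0.61, Ankrd37 at -4.91 ± 0.45 and Ero1l, an oxidase of the endoplasmic reticulum, at -4.60 ± 0.28. Ero1l counts were 7085, 15205 and 14451 in wt/wt and 540.5, 526.3 and 385.0 in the libraries labelled mut/mut, and wt/wt replicate 1 had the lowest wt/wt value of all 4 genes.

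Genes of the actin cytoskeleton and targets of SRF, the transcription factor that responds to free actin, were mostly higher. Of 38 tested 24 rose and 3 fell, with a median of 1.16 and of 0.50 with the GC and length trend removed. Cnn2, a calponin, rose by 3.03 ± 0.20, Flna, a filamin that crosslinks actin, by 2.06 ± 0.17 and Srf itself by 1.61 ± 0.18. The 3 that fell were Filip1l at -2.28 ± 0.51, Cald1 at -1.95 ± 0.28 and Vcl at -0.79 ± 0.24. With the trend removed these were at -0.48, -0.38 and 0.04. The list's median lay at percentile 97.42 of matched random lists. Of 17 long noncoding RNAs retained in the nucleus 13 fell and 4 rose, with Tug1 at -3.04 ± 0.21 and Rian at -2.88 ± 0.38, beside Neat1 at -5.22 ± 0.24 and Meg3 at -5.12 ± 0.50. Their median, -1.66, lay at percentile 4.2 of random lists matched on mean level.

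The translation and mitochondrial lists were higher while fold changes followed GC content and length. Against lists matched on GC content, length and mean level, the median of the cytosolic ribosomal proteins lay at percentile 77.84 and that of the oxidative phosphorylation genes at 28.11. Initiation factors lay at 86.16 and elongation and release factors at 68.43, so none of these stood out from the genes matched to them. Mitochondrial ribosomal proteins lay at 100 and ribosome biogenesis genes at 99.84. Only the tested list was kept out of its own matched genes, so these could include members of other lists that rose. Mean level was taken over both genotypes and holds part of any rise. A percentile inside the range therefore cannot separate a rise of the list from its composition. With the GC and length trend removed, the cytosolic ribosomal, oxidative phosphorylation and mitochondrial ribosomal lists still passed camera at the preset correlation (adjusted p = 5e-06, 0.0093 and 5.1e-09). Their medians lay above that of all genes by 0.476, 0.362 and 0.739 (bootstrap SD over genes 0.0588, 0.114 and 0.102). On these values that trend alone is argued against as the whole cause. The preset test and the bootstrap take genes as nearly independent, and no estimated correlation was run with the trend removed. As deposited, each list was at an adjusted p = 0.51 with the correlation estimated. Removal of the GC and length trend left a rise with mean level. Median fold changes then ran from -0.773 in the lowest of 10 equal groups of genes by mean level to 0.712 in the highest. The trend-removed medians of the cytosolic ribosomal and oxidative phosphorylation lists, 0.627 and 0.513, lay below that of the highest group. The mitochondrial ribosomal median, 0.891, lay above it. A trend that also follows mean level therefore stays open for the cytosolic ribosomal and oxidative phosphorylation genes. A GC-dependent difference in library preparation or RNA quality is a candidate explanation for part of the trend, since mut/mut replicate 3 differed from replicates 1 and 2 along GC content at a rank correlation of 0.672 with no difference in genotype. The trend between genotypes cannot be assigned to library or to biology in this design, and a difference of the mut/mut cells or of the sex of the cultures stays open and untested.

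Tsc2 was higher in the libraries labelled mut/mut. A trend with GC content and length is argued against as its cause, as Tsc2 stayed at 1.303 ± 0.147 (SE) with the trend removed. With equal totals Tsc2 was at 0.3068 ± 0.142 (SE) against 1.02 ± 0.20 and its call ended (adjusted p = 0.0811), but that setting moves all genes alike, and Tsc2 lay 1.10 above the median gene there and 1.09 as deposited, so it decides nothing about Tsc2 itself. Whether Tsc2 rose per cell, and not only against the median gene, stays open, because the totals differ along with genotype. A transcript that lacks the floxed part yet accumulates also stays open and untested.

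The hypoxia genes as a list were lower beyond what composition gives. Their median lay at percentile 0 of matched lists, which ranged from -0.21 to 0.695 over the central 95%, and remained at -1.28 (bootstrap SD 0.229) with the trend removed, which argues against the GC and length trend as the whole cause. A lower hypoxia response in the libraries labelled mut/mut is consistent with these values, as a hypothesis. Wt/wt replicate 1 was lower than wt/wt replicates 2 and 3 by a median of -0.58, and the libraries labelled mut/mut were lower than wt/wt replicate 1 by a median of -1.31. Culture density, oxygen at harvest and the sex of the cells stay open and untested.

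Splits of the 6 libraries into 3 and 3 number 10, too few for a share under 0.05. The real split called 10542 genes, and the highest of the other splits called 1, so 1 split reached the real count. At the study's thresholds the values were 1866 and 0, and again 1 split. For gene lists the real split passed 13 and the highest other passed 18, and 4 splits passed as many or more, the others with 16, 17 and 18, each where mut/mut replicate 3 joined a pair of wt/wt libraries. This points to a structure of the samples along mut/mut replicate 3.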
